A study of Mus musculus with 16 samples. Its data were reported in "The Role of Eif6 in Skeletal Muscle Homeostasis Revealed by Endurance Training Co-expression Networks" (2017).

How the data were processed

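RNA was measured in gastrocnemius, the large calf muscle, of 3 wild-type (WT) mice and 3 mice with 1 functional copy of Eif6 (Het). Eif6 encodes eukaryotic initiation factor 6, a protein that binds the large ribosomal subunit. RNA of 3 kinds was profiled: total RNA of the whole muscle, RNA from the pooled polysome fractions of a sucrose gradient (transcripts that carry several ribosomes), and RNA from the monosome fraction (transcripts that carry 1 ribosome). Each of the 4 groups of whole-muscle and polysome arrays held 3 arrays. The monosome groups held 2 arrays each, replicates 1 and 2 for WT and replicates 1 and 3 for Het, so that 16 arrays were analysed in all.

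Each sample was hybridised in 1 colour to an Agilent mouse expression array with probes of 60 bases. The deposited scanner files, made by the authors with Agilent Feature Extraction 11.0.1.1, hold spot intensities. Per the file headers, the processed signal in them is a background-subtracted and detrended intensity in which spots near background carry a floor value, and arrays were not scaled to each other. The authors' processed table holds log2 values. Its columns ranked as the raw median spot signal of the same array did (Spearman 1), and their medians lay between 5.68 and 5.70, as quantile normalization over all arrays would leave them. No background had been subtracted and no gene had been centred in that table.

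Every array had 62976 spots, of which 59305 were not controls, and these carried 55681 probe names. No spot was saturated. Spots that the scanner software marked as non-uniform or as population outliers were left out, and the remaining spots of one probe name were averaged on the log2 scale. The processed signals were log2 transformed and quantile-normalized over the 12 whole-muscle and polysome arrays together. The study's methods name the same transformation and kind of normalization. The input differs from that of the authors' table, which followed the raw median signal without background subtraction. Comparisons with monosome RNA used all 16 arrays normalized together. A probe was tested if it was well above background on every array of at least 1 group, a spot-level call of the scanner software. This left 19814 probes with 15598 gene names for the 12 arrays, and 20251 probes with 15903 gene names for the 16 arrays. In the 12 arrays, 123 probes without a value on some array were left out. Of the tested probes, 11478 were well above background on all 12 arrays. Gene names are those of the array design. Of the 29796 probes with a RefSeq accession, 28026 matched the RefSeq gene table and 26375 of these had the same symbol there. Probe positions are those of the files, on mouse genome build mm9. Where a gene had several probes, the one with the highest mean signal stood for it among named genes and in gene sets.

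Loading was defined for each mouse as the log2 polysome signal minus the log2 whole-muscle signal of the same replicate number, because the design description states that each mouse gave every kind of RNA. The 6 ratios were fitted with genotype as the term. Whole-muscle and polysome signals were compared between genotypes in a fit of the 12 arrays with group as the term, and monosome signals in a fit of the 16 arrays. All fits used limma 3.58.1 (lmFit, eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over all tested probes. Counts at the study's threshold used an absolute log2 difference above 1 and a p under 0.05, and are counts of unique gene names. The p was left unadjusted here, which is one reading of the methods. They name no adjustment beside that threshold, but give Benjamini-Hochberg correction as their general rule for multiple tests, so an adjusted p may have been meant. Counts with an adjusted p are therefore given too. Counts of adjusted probes used an adjusted p under 0.05. Single values per mouse were compared by 2-sided exact permutation tests, which for 3 against 3 cannot go below 0.1. Tables were read with the data.table package (version 1.17.8), pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

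Gene sets were tested with camera (inter-gene correlation 0.01), with 1 probe per gene and adjustment over the 15 sets. They covered nuclear oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, glycolysis, the TCA cycle with pyruvate dehydrogenase, fatty acid oxidation, initiation factors, deacetylases with sirtuins, extracellular matrix, sarcomere, proteasome, and markers of slow fibres, blood cells, adipocytes and immune cells. A set value is the mean log2 difference of its members, and its shift is that mean minus the median of all genes. A set of mitochondrial DNA genes had no members, because the array names these genes ND1, CYTB and so on. A list of 13 such names was therefore made after the data had been seen, and is used in the closing section.

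Which samples were compared, the tests, the gene sets, the named genes and most alternatives were fixed before the data were examined. Named genes were 8 chosen in advance (Eif6, Sirt4, Sirt5, Sirt6, Sod1, Sod2, Ndufs4 and Eno3) and, by rule, the 3 highest and 3 lowest differences of each comparison. For the comparisons between genotypes the rule took genes past the study's threshold that were well above background on all 12 arrays and had no overlap between the 3 Het and 3 WT values. For polysomes against whole muscle it took an adjusted p under 0.05, signal well above background on all 12 arrays and the same sign in all 6 ratios. Names that are only a clone, transcript or locus accession were passed over.

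The arrays lay on 2 slides of 8 arrays, and both slides held both genotypes. The polysome and whole-muscle arrays of every replicate number lay on different slides. Slide was therefore tried as a term, and each slide was also fitted alone. A slide held 6 of the 12 arrays, in groups of 1 or 2, and no mouse with both arrays, so the fits within a slide are unpaired. They assume that a lone array varies like the other groups, and their lost calls say little about stability. Whether equal replicate numbers mark the same mouse was checked by correlating, across probes, the deviations of polysome and whole-muscle arrays from their group means. The result and the fits with and without pairing are given in the closing section.

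Alternatives were scaling to the 75th percentile, quantile normalization over all 16 arrays, normexp background correction with an offset of 50, the authors' table, no filter, a filter on signal well above background on all arrays, slide, pairing, leaving out each replicate, counting only 1 probe per gene, the methods' t-test in place of limma, and fry or an estimated correlation for gene sets. Scaling to the 75th percentile of detected spots, array brightness as a term, and the authors' table with the methods' t-test were added after the data had been seen. Array brightness is the 75th percentile of the processed signal, on the log2 scale where it was a term. The pipeline was tested on simulated data with the size and spread of the loading and whole-muscle fits. With no difference put in, it passed 626 genes on average at the study's threshold for loading (578 to 684 over 10 simulations) and 389 for whole muscle (367 to 439), and the adjusted threshold passed 0 probes in both. With 200 probes changed by 2 on the log2 scale, the adjusted threshold called 4.25% of them for loading and 71.2% for whole muscle, and 4.31% and 5.03% of the calls were false. The simulated noise was independent between probes, so these ranges and rates leave out errors that the probes of an array share. The number of arrays limits the precision of every value.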

Results

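The data comprised 16 single-colour arrays of gastrocnemius RNA from 3 WT and 3 Het mice, with 3 whole-muscle and 3 polysome arrays per genotype and 2 monosome arrays per genotype. Array brightness, taken as the 75th percentile of the processed signal, differed several-fold between arrays. In whole muscle it was 150, 57.1 and 42.3 scanner units for WT replicates 1 to 3, and 33.0, 13.5 and 19.1 for Het. In polysomes it was 54.7, 24.1 and 66.1 for WT and 73.6, 106 and 63.1 for Het. The monosome arrays gave 30.0 and 12.7 for WT and 21.2 and 36.4 for Het. Between 23.5% and 45.9% of spots were well above background, with the lowest share on WT monosome 2 and the highest on WT whole muscle 1. The brightness of the Het whole-muscle arrays was below that of all WT whole-muscle arrays, with a mean log2 difference of -1.81 (4.35 ± 0.65 against 6.16 ± 0.95, SD, n = 3 each, exact permutation p = 0.1). For the polysome arrays the difference was 0.83 (exact p = 0.2). The log2 brightness of the polysome array minus that of the whole-muscle array was higher in all 3 Het mice than in all 3 WT mice, by 2.64 (exact p = 0.1), and 0.1 is the smallest p that 3 against 3 can give. Brightness and genotype were thus confounded in the loading ratios.

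**Figure D1:**
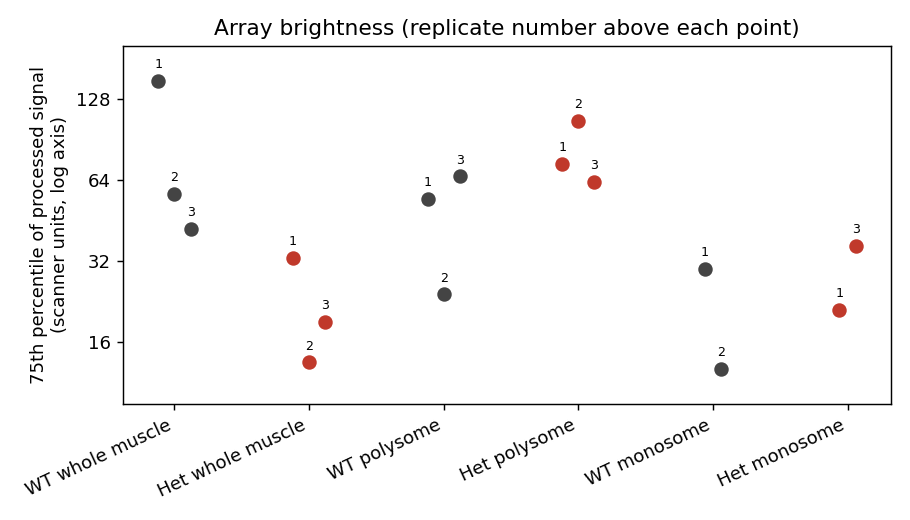
75th percentile of the processed signal of each array, in scanner units on a log axis, with 1 point per array and its replicate number (WT grey, Het red). The 3 Het whole-muscle arrays lie between 13.5 and 33.0, below the 3 WT whole-muscle arrays.

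Arrays of the same group correlated with r between 0.780 and 0.987 across 20251 probes. Of the 12 whole-muscle and polysome arrays, WT polysome 2 had the lowest mean r with its own group (0.902). WT monosome 2 correlated at 0.780 with WT monosome 1, the lowest value within any group. Both arrays also differed from the others in the signal along transcripts. In 1183 pairs of probes on one transcript at least 500 bases apart, the median log2 signal of the 5′ probe minus that of the 3′ probe was between -1.36 and -0.80 on 14 arrays. It was 0.57 on WT polysome 2 and 0.78 on WT monosome 2. Probes are not independent replicates, so these correlations and medians describe the arrays only. No array was a copy of another.

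**Figure D2:**
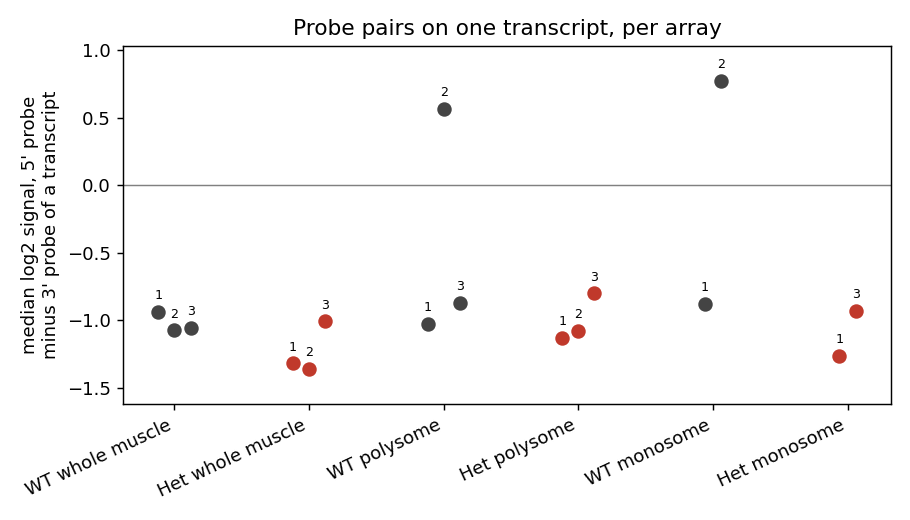
Median log2 difference between the 5′ and the 3′ probe of 1183 probe pairs on each array, with 1 point per array and its replicate number (WT grey, Het red). WT polysome 2 (0.57) and WT monosome 2 (0.78) lie above 0, and the other 14 arrays lie at or below -0.80.

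The first comparison asked whether Eif6 mRNA itself was lower in the heterozygous mice. The Eif6 probe (A_52_P85864, chromosome 2, 155645718 to 155645777) lies in the transcript of Eif6 according to the array design. Its whole-muscle signal was 8.64 ± 0.090 log2 units in Het and 9.55 ± 0.34 in WT (SD, n = 3 each). The difference was -0.91 (SE 0.25), with no overlap between the groups (exact permutation p = 0.1) and a limma adjusted p of 0.379. In polysomes the signal was 9.27 ± 0.13 in Het and 10.59 ± 0.39 in WT, a difference of -1.31 (SE 0.25, limma adjusted p = 0.192, exact p = 0.1). A second Eif6 probe gave -1.06 in whole muscle. With slide as a term the differences were -0.93 and -1.29. On slide 1 alone they were -0.65 and -1.36, and on slide 2 alone -1.02 and -1.02. Slide 1 held 1 WT whole-muscle array and 1 Het polysome array, and slide 2 held 1 Het whole-muscle array and 1 WT polysome array, so that each of these differences sets 1 array against 2. Of the alternatives run, slide 1 alone moved the whole-muscle difference most. In monosomes Eif6 was lower in Het by a log2 difference of -1.80 (7.97 ± 0.18 against 9.77 ± 0.56, SD, n = 2 each), with a limma adjusted p of 0.0438. The monosome difference was -2.20 without WT replicate 1 and -1.40 without WT replicate 2, the mouse of the least correlated array. Each of these fits left 1 WT monosome array. The loading of Eif6 differed by -0.40 (exact p = 0.3), which was within the spread between mice. Leaving out each mouse in turn moved this difference between -0.61 (without WT replicate 1) and -0.15 (without WT replicate 2).

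**Figure D3:**
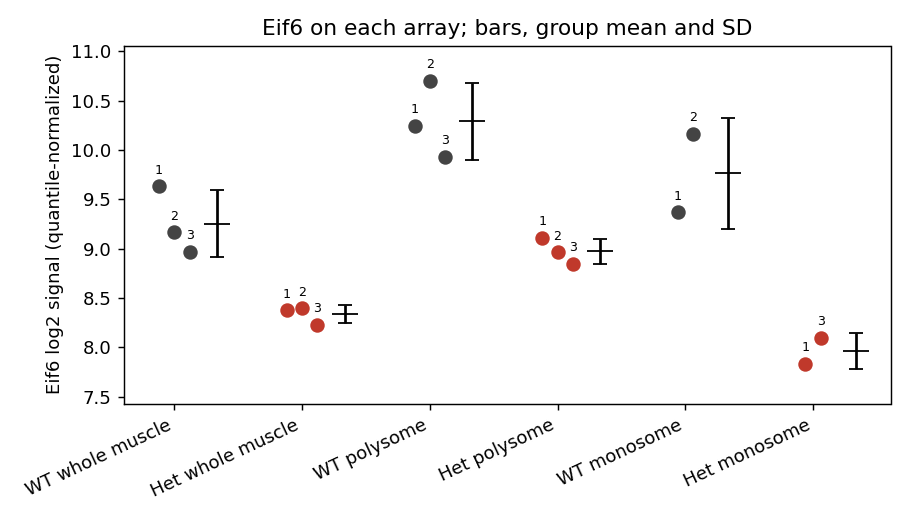
Eif6 log2 signal on each of the 16 arrays, quantile-normalized together, with 1 point per array, its replicate number, and the group mean and SD beside the points (WT grey, Het red). In each kind of RNA every Het array lies below every WT array.

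The second comparison asked which mRNAs were loaded differently onto polysomes in Het muscle. At the study's threshold 2598 genes passed, 1199 with higher and 1413 with lower loading in Het, of which 14 had probes in both directions. Of the 2733 probes behind them, 1247 were well above background on all 12 arrays. The adjusted threshold passed 0 of 19814 probes by limma and 0 by the methods' t-test, although 3324 probes had an unadjusted p under 0.05 by limma and 2707 by the methods' t-test. The smallest limma adjusted p was 0.104. Once slide was a term, 2033 genes passed, 717 higher and 1325 lower. Within a slide the fit was unpaired and had groups of 1 or 2 arrays, since no mouse had both arrays on one slide. It passed 331 genes on slide 1, 172 higher and 159 lower, and 942 on slide 2, 781 higher and 164 lower. Normexp background correction lowered it to 684 genes and left 460 loading probes adjusted to a p under 0.05. With array brightness as a term, chosen after the data had been seen, 815 genes passed, 78 higher and 737 lower. In simulated data without any difference the same threshold passed 626 genes on average. The simulated noise was independent between probes, so errors that the probes of an array share were left out. The other splits of the 6 mice gave 254 to 841 genes, a wider range than the simulations gave. The median loading difference of all probes was 0.15.

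Among the genes named by rule, loading in Het was higher for Atp2a1 (2.78), ND4 (2.62) and Pdha1 (2.46). It was lower for Camk4 (-3.01), Redrum (-2.77) and Olfr157 (-2.49). The limma adjusted p of these 6 genes lay between 0.105 and 0.201, and each had an exact permutation p of 0.1. The Atp2a1 probe (A_51_P244856, chromosome 7, 133591703 to 133591762) had a log2 ratio of -0.33 ± 0.40 in Het and -3.11 ± 1.58 in WT (SD, n = 3 each). The Pdha1 probe (A_52_P581435, chromosome X, 156560665 to 156560724) had 0.66 ± 0.38 in Het and -1.79 ± 1.23 in WT. The Camk4 probe (A_55_P2096324, chromosome 18, 33099131 to 33099190) had -1.07 ± 1.22 in Het and 1.94 ± 0.98 in WT. With array brightness as a term none of the 6 had an unadjusted limma p under the threshold, and their differences were 0.73 for Atp2a1, 0.53 for ND4, 0.77 for Pdha1, -0.62 for Camk4, -0.94 for Redrum and -0.79 for Olfr157. The call on ND4 loading was lost without Het replicate 2, where the difference was 2.32, and without WT replicate 2 the difference was 1.63.

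Of the 8 genes chosen in advance, 1 had a limma p under the threshold for loading when adjusted over the list alone, and 0 when adjusted over all genes tested. Before adjustment, Sirt4 also had a p under the threshold. Adjusted over the list alone, 3 passed in polysomes, Eif6 (-1.31), Sirt5 (0.92) and Sirt4 (0.76), and 1 in whole muscle, Eif6 (-0.91). Adjusted over all probes, 0 passed in either. The gene that passed for loading was Sirt6. The study had named both Sirt6 and Sirt4 as differentially translated, from its own polysome analysis. Neither the loading count nor the polysome pass of Sirt4 is therefore independent evidence. The Sirt6 probe was A_55_P2072468 (chromosome 10, 81084531 to 81084589). Its log2 ratio was -0.68 ± 0.064 in Het and 0.48 ± 0.21 in WT (SD, n = 3 each), a difference of -1.15 (SE 0.28). The groups did not overlap (exact permutation p = 0.1), and the limma adjusted p over all probes was 0.116. The difference was -1.11 with slide as a term, -0.76 in the unpaired fit within slide 1 and -1.46 in that within slide 2. With array brightness as a term it was -0.94, with an unadjusted p above 0.05. Neither its whole-muscle difference (0.71) nor its polysome difference (-0.45) exceeded the spread between mice (exact p = 0.3 for both). For Sirt4 the loading difference was 0.84, with a limma adjusted p of 0.242. A second probe gave 0.38 with no p under the threshold. That probe was not well above background on any Het whole-muscle array, so its value cannot test the first. The first probe gave 0.81 without Het replicate 1, 0.67 without Het replicate 2, 0.83 without WT replicate 1 and 0.85 without WT replicate 3. Sirt4 lost its call in each case. Loading differences of Sirt5 (0.66), Sod1 (-0.026), Sod2 (0.24), Ndufs4 (0.098) and Eno3 (-0.48) had no limma p under the threshold, and those of Sod1, Sod2, Ndufs4 and Eno3 changed sign under some alternatives. Sirt5 passed an unadjusted p of 0.05 only without WT replicate 1, where its difference was 0.93. Without WT replicate 2 its difference fell to 0.35.

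The third comparison asked how total RNA differed between genotypes. At the study's threshold 1071 genes passed in whole muscle, 404 higher and 669 lower in Het. This balance depended on the probes and mice used. With signal well above background on all arrays, 201 genes were higher and 46 lower. With 75th percentile scaling 551 were higher and 395 lower, and without Het replicate 2, 555 were higher and 409 lower. The count was 822 with slide as a term, 357 within slide 1 and 819 within slide 2. It was 505 without WT replicate 1 and 1857 without WT replicate 2. At the adjusted threshold 2 of 19814 probes passed, and both were singled out after their values had been seen. Sdc4 (A_52_P93467, chromosome 2, 164251211 to 164251270) was higher in Het, 6.15 ± 0.25 against 3.89 ± 0.24 (SD, n = 3 each, difference 2.26, limma adjusted p = 0.0383). Gpr137b (A_55_P2107207, chromosome 13, 13453195 to 13453254) was not well above background on any Het whole-muscle array. Set against the lowest signal among probes well above background, its WT signal was at least 1.26-fold higher (limma adjusted p = 0.0402). With slide as a term limma passed 0 probes at the adjusted threshold and 1204 at an unadjusted p under 0.05. The adjusted threshold passed 0 without Het replicate 2, Het replicate 3, WT replicate 1 or WT replicate 3, against 35 without Het replicate 1 and 13 without WT replicate 2. By rule, the highest differences were those of Pprc1 (1.83), Ext2 (1.77) and Redrum (1.67), and the lowest those of Pfn1 (-2.49), Mustn1 (-2.01) and Iqsec3 (-1.96). The limma adjusted p of these 6 lay between 0.285 and 0.435. A second Pfn1 probe differed by 0.58, in the opposite direction. Pprc1, Ext2, Redrum and Mustn1 lost their calls with array brightness as a term, with differences of 0.84, 0.56, 0.15 and -0.97. Without WT replicate 1 the Mustn1 whole muscle difference was -1.30.

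The same comparison in polysome RNA passed 1062 genes at the study's threshold, 757 higher and 305 lower in Het. Once brightness was a term, 343 were higher and 360 lower. Without WT replicate 2 the numbers were 435 and 370, and without Het replicate 3 they were 803 and 718. The adjusted threshold passed 0 probes by limma and 0 by the methods' t-test, with 3021 and 1788 probes at an unadjusted p under 0.05. The count of genes was 682 with slide as a term, 164 within slide 1 and 337 within slide 2. It was 567 without Het replicate 2, 1672 without WT replicate 1 and 1927 without WT replicate 3. Transcripts of mitochondrial DNA were highest by rule. ND4 (chromosome M, 11370 to 11429) was 12.87 ± 0.38 in Het and 10.10 ± 1.77 in WT (SD, n = 3 each, difference 2.77), CYTB differed by 2.22 and ATP6 by 1.98. The WT values of these genes were lowest on WT polysome 2, with 8.21 for ND4, 10.21 for CYTB and 8.98 for ATP6. Without WT replicate 2 the differences fell to 1.82 for ND4 polysome signal, 1.21 for CYTB polysome signal and 1.37 for ATP6 polysome signal. The lowest differences were those of Hist1h2ao, named H2ac23 in RefSeq (-2.80), Lgals3 (-2.51) and Mt1 (-2.36). All 6 genes had an exact p of 0.1 and limma adjusted p values between 0.195 and 0.298. The call on Lgals3 polysome signal was lost without Het replicate 3 (-2.46) and without WT replicate 1 (-1.81). The call on Mt1 polysome signal was lost without Het replicate 1 (-2.43), Het replicate 2 (-2.51), Het replicate 3 (-2.12), WT replicate 1 (-1.44) or WT replicate 3 (-2.29).

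The fourth comparison described which RNAs were over- or under-represented on polysomes within each genotype. Counted with an adjusted p under 0.05 and a mean log2 ratio beyond 1 in size, there were 3134 WT polysome versus whole muscle probes, 1334 higher in polysomes and 1800 lower. There were 1286 Het polysome versus whole muscle probes, 518 higher and 768 lower. With slide as a term these counts were 2294 and 415, and in the unpaired fits within either slide, with groups of 1 or 2 arrays, both were 0 by limma. The methods' t-test passed 0 probes in both genotypes. The WT count was 785 without WT replicate 3, 1621 without WT replicate 1 and 2036 without Het replicate 1. The Het count was 1 without Het replicate 1, 0 without Het replicate 2 or Het replicate 3, 514 without WT replicate 3 and 1958 without WT replicate 2. Whether the 2 counts differ was not tested. The WT and Het mean ratios correlated across 19814 probes with r = 0.448, and with r = 0.596 across the 11478 probes well above background on all 12 arrays, where probes are not independent replicates. By rule, the highest mean ratios over the 6 mice were those of Ino80b (2.10), Tmem233 (2.04) and Crip1 (1.96). The lowest were those of Rnu3b1, a small nucleolar RNA (-4.40), ND1 (-4.22) and ND4 (-3.89). Each had the same sign in all 6 ratios, with limma adjusted p values between 0.000721 and 0.00254.

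Gene sets were compared in the same fits. For loading, camera called 3 of 15 sets. The TCA cycle and pyruvate dehydrogenase set had a mean difference of 0.92 (Het 0.54 ± 0.17, WT -0.39 ± 0.61, SD, n = 3 mice each, exact p = 0.1), and all of its 18 genes were higher in Het (camera adjusted p = 0.000158). The fatty acid oxidation set had 0.64 (Het 0.71 ± 0.095, WT 0.064 ± 0.25, exact p = 0.1; camera adjusted p = 0.00381), with 94.4% of its 18 genes higher. The blood cell marker set had -0.88 (Het 0.11 ± 0.25, WT 0.99 ± 0.98, exact p = 0.1 on these ratios, camera adjusted p = 0.0265). Relative to the median of all genes in each mouse the genotypes overlapped, with Het replicate 1 (0.24) above WT replicate 1 (0.16). The shift of the blood set was -0.99, and it lost its call without WT replicate 2 (-0.36), without Het replicate 2 (-0.80), with slide as a term (-0.82) and without a filter (-0.61). With slide as a term the shifts of the TCA and fatty acid sets were 0.65 and 0.45, against 0.81 and 0.53 without it. Within slide 1 they were 0.83 and 0.51, and within slide 2 they were 0.56 and 0.50. Array brightness as a term reduced them to 0.16 and 0.25 and the blood set to -0.20, and none was then called. The estimated correlation and fry called 0 of the loading sets and 0 of the whole-muscle sets.

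**Figure D4:**
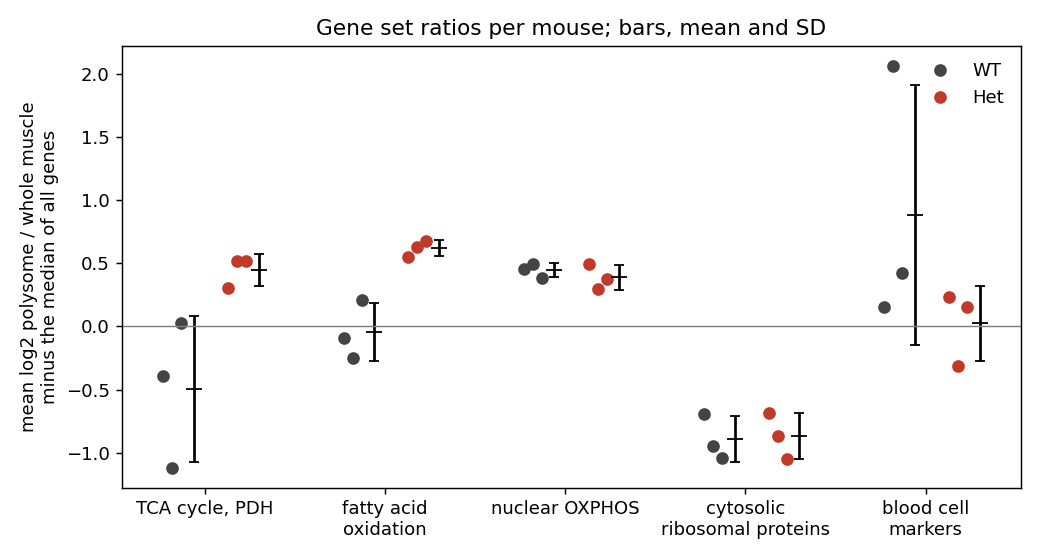
Mean log2 ratio of polysome to whole-muscle signal of 5 gene sets in each mouse, minus the median ratio of all genes, with 1 point per mouse and the mean and SD beside the points (WT grey, Het red). The 3 Het mice lie above the 3 WT mice in the TCA and fatty acid oxidation sets, and all 6 mice lie below 0 for cytosolic ribosomal proteins.

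In whole muscle camera called extracellular matrix (-0.57, adjusted p = 0.0008, 1 of 20 genes higher in Het), immune cell markers (-0.87, adjusted p = 0.00546, 1 of 10 genes higher) and nuclear oxidative phosphorylation (0.11, adjusted p = 0.00546, 79.5% of 78 genes higher). The shift of the matrix set was -0.38 without Het replicate 3, where it was not called. The immune set was not called without Het replicate 1 (-0.83) or WT replicate 1 (-0.50). The oxidative phosphorylation set was not called without Het replicate 1 (0.12), Het replicate 2 (0.11) or WT replicate 1 (0.084), nor on the authors' table (0.050), and changed sign with array brightness as a term (-0.045). In polysome RNA 7 sets were called. These were the TCA (0.93), fatty acid oxidation (0.55), mitochondrial ribosomal protein (0.23) and initiation factor (0.37) sets, higher in Het, and the matrix (-0.39), immune (-0.85) and blood (-0.99) sets, lower in Het. The mitochondrial ribosomal protein set lost its call without Het replicate 1, WT replicate 1 or WT replicate 3 (shifts of 0.17, 0.16 and 0.18). The initiation factor set lost it without Het replicate 2 or WT replicate 3 (0.30 and 0.41), and the matrix set without Het replicate 3, WT replicate 1 or WT replicate 3 (-0.37, -0.25 and -0.28). Without WT replicate 2 the polysome shifts were 0.23 for translation initiation factors, -0.70 for extracellular matrix and -0.66 for blood cell markers, all still called. With signal well above background on all arrays the initiation factor set (0.23) and the matrix set (-0.28) lost their calls too. All 7 kept theirs with array brightness as a term, with shifts of 0.73 for the TCA, 0.47 for the fatty acid oxidation and -0.85 for the blood set. Under fry the TCA, fatty acid oxidation, initiation factor and blood sets held, and under the estimated correlation none of the 7 did. Between polysomes and whole muscle, over both genotypes, 5 sets were called. Cytosolic ribosomal proteins were lower in polysomes (-0.78, 7.41% of 81 genes higher, below the median of all genes in 6 of 6 mice). Nuclear oxidative phosphorylation (0.52), fatty acid oxidation (0.39), proteasome (0.31) and adipocyte markers (0.79) were higher. All 5 of these also held under fry, and none under the estimated correlation. Fatty acid oxidation lost its call there without Het replicate 2, Het replicate 3 or WT replicate 3 (shifts of 0.29, 0.26 and 0.23 against 0.27), and proteasome without Het replicate 3 (0.16 against 0.20). Under either scaling to the 75th percentile both sets lost their calls, with shifts of 0.16 for fatty acid oxidation and 0.084 for proteasome. Glycolysis, deacetylases with sirtuins, sarcomere and slow fibre markers were not called between the genotypes, with mean loading differences of 0.11, 0.28, 0.26 and 0.23. Nuclear oxidative phosphorylation (-0.076) and adipocyte and immune markers (-0.14 and 0.026) were not called for loading. In whole muscle, slow fibre (-0.020), blood and adipocyte markers (0.038) were not called, and the blood set had a mean of -0.12, a median of 0.083 and an upward direction in camera.

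Monosome RNA was compared last, with 2 arrays per genotype. At the adjusted threshold 97 probes differed between Het and WT, 78 higher and 19 lower in Het. Adding a slide term left 90. Leaving out Het replicate 1, Het replicate 3, WT replicate 1 or WT replicate 2 left 1 monosome array in a group. Those counts are given in the closing section and say little about stability. The count was 22 without Het replicate 2 and 18 without WT replicate 3. Neither of these mice had a monosome array, so both falls came from the shared estimate of the spread. Over both genotypes, 3369 polysome versus monosome probes had an adjusted p under 0.05 and a log2 difference beyond 1 in size, 1997 higher in polysomes and 1372 lower. With slide as a term the count was 3312. It was 867 without Het replicate 1, 1507 without Het replicate 3, 6695 without WT replicate 1 and 2161 without WT replicate 3.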

Values the study reported

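The study reported 346 unique mRNAs with different ribosome loading between Eif6 heterozygous and WT gastrocnemius, at a p below 0.05 and a change of more than 2-fold.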

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

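The test of mitochondria carried into the polysome fraction, the test of blood content and the fits with array brightness as a term were chosen only after the results were seen.

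The loading difference between genotypes was past camera's adjusted threshold for 3 gene sets, which is a difference between groups in the same contrast. TCA cycle and pyruvate dehydrogenase mRNAs had a mean difference of 0.92, and fatty acid oxidation mRNAs 0.64. Relative to the median of all genes in each mouse, the TCA set was 0.30, 0.52 and 0.52 in Het replicates 1 to 3 and -0.39, -1.12 and 0.030 in WT. The fatty acid set was 0.55, 0.63 and 0.68 in Het and -0.092, -0.25 and 0.21 in WT. The tables argue against WT polysome 2 as the whole cause, since without WT replicate 2 the shifts were 0.54 and 0.47 and both sets were called. They argue against slide (0.65 and 0.45 with slide as a term) and against probe GC content (median shifts of 0.57 and 0.32 after the GC trend was removed). For loading, array brightness cannot be told apart from genotype. Of 10000 random sets of matched signal level, 0 had as high a mean for the TCA set and 0 for the fatty acid set. Their genes were drawn independently, so this leaves out the correlation within a set and the spread between mice. Under fry and under the estimated correlation neither set was called for loading. With brightness as a term the loading shifts were 0.16 and 0.25 and neither set was called. The pattern lay in the polysome arrays, since in whole muscle the mean differences were 0.0069 and -0.092. In polysomes both sets were still called with brightness as a term (0.73 and 0.47). That term had the same slope for whole-muscle and polysome arrays, so it cannot exclude the brightness of the polysome arrays. Mitochondria carried into the Het polysome fraction also stay open, because transcripts of mitochondrial DNA were higher in Het polysomes by 1.53 relative to all genes. Nuclear oxidative phosphorylation mRNAs did not share the pattern. Their shifts were -0.19 for loading and 0.0099 in polysomes, and neither was called. Of the 10 splits of the 6 mice, 7 called at least as many loading sets as the real one, and with 10 splits chance cannot be excluded. A change in the translation of these mRNAs with the lower Eif6 dose stays open and was not tested.

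Blood cell markers had a mean loading difference of -0.88. The 7 genes were lower in Het polysomes, where the shift without WT replicate 2 was -0.66 and still called, which argues against that array as the whole cause in polysomes. For loading the call was lost without WT replicate 2 (-0.36), the mouse with the highest set ratio (2.06 above the median of its genes), without Het replicate 2 (-0.80), with slide as a term (-0.82) and without a filter (-0.61). Less blood in the Het muscles would lower these markers in whole muscle too. There the set median lay 0.086 above that of all genes and the shift of the set mean was -0.11, with genes in both directions, so less blood stays open. With brightness as a term the polysome shift was -0.85 and still called. The term had the same slope for whole-muscle and polysome arrays, so it cannot exclude the brightness of the polysome arrays. The loading shift with brightness as a term was -0.20 and not called. A biological difference stays open and was not tested.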

How the results depend on the processing

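Scaling to the 75th percentile of detected spots, array brightness as a term, and the authors' table with the methods' t-test were chosen only after the data had been seen. Among the results that answer a comparison, 254 values under an alternative are counts. Of these 132 lay within 1.5 times the reported count, 92 below and 30 above. The other 61 have a direction and a test, and all concern Eif6 in whole muscle, Eif6 in polysomes or Sirt6 loading. Of these 55 kept direction and call, 6 lost their call and 0 reversed. Of 998 values for single genes and sets, 848 kept direction and call, 133 lost the call, 1 gained it and 16 reversed. Values with no call in either fit count among those that kept it, so these numbers are no measure of stability. Except where a reason is given, the cause was not tested.

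Scaling to the 75th percentile left 1 adjusted probe in whole muscle, called 3 sets between polysomes and whole muscle and 6 in whole muscle, passed 0 monosome probes, and turned the Ndufs4 loading difference to -0.054. The whole-muscle genes were then 551 higher and 395 lower. With the 75th percentile of detected spots the values were 0 adjusted probes, 3 and 7 sets, 5 loading sets, 0 monosome probes and -0.0031. That scaling moved the median monosome difference of all probes from 0.084 to -0.086 and the median of polysomes against monosomes from 0.16 to 0.037, which normexp moved to 0.040.

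With array brightness as a term, 815 loading, 709 whole-muscle and 703 polysome genes passed, with 0 adjusted whole-muscle probes, 859 WT polysome versus whole muscle probes, 0 Het polysome versus whole muscle probes, 43 monosome Het versus WT probes and 1733 polysome versus monosome probes. It called 1 whole-muscle set, with oxidative phosphorylation at -0.045, and kept all 7 polysome sets. Sirt6 loading was -0.94, and Sod1 and Eno3 loading reversed to 0.39 and 0.43.

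Normexp passed 684 loading, 47 whole-muscle and 222 polysome genes, with 460 loading probes adjusted to a p under 0.05, 0 in whole muscle and 1 in polysomes (Cnbp, named after its value was seen). It gave 1432 WT polysome versus whole muscle probes, 780 Het polysome versus whole muscle probes, 844 monosome Het versus WT probes and 1122 polysome versus monosome probes. The authors' table lost the whole-muscle call on oxidative phosphorylation (0.050). It gave 768, 52 and 242 genes, 443, 0 and 1 adjusted probes (Cnbp), and 1463, 802, 820 and 1322 probes in the same order, with 7 loading sets and Eno3 loading at 0.35. With the methods' t-test added it gave 540, 30 and 101 genes, 0 adjusted whole-muscle probes and again 0.35 for Eno3. The methods' t-test alone gave 1634, 389 and 422 genes, 0 adjusted whole-muscle probes, and 0 WT and 0 Het probes between polysomes and whole muscle.

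Without a filter 55558 probes were tested, with 2371 whole-muscle genes, 11 adjusted whole-muscle probes, 1 in polysomes (Gm13154, named after its value was seen), 1428 WT polysome versus whole muscle probes, 272 Het polysome versus whole muscle probes, 9 sets between polysomes and whole muscle and 361 monosome Het versus WT probes, and blood cell markers lost their loading call (-0.61). With signal well above background on all arrays 11478 probes were tested, with 1314 loading, 246 whole-muscle (201 higher, 46 lower) and 527 polysome genes, 638 adjusted loading probes, 0 in whole muscle, 1 in polysomes (a non-coding locus on chromosome 14), 5 loading sets, 158 monosome probes and 2096 polysome versus monosome probes. The polysome calls on initiation factors (0.23) and matrix (-0.28) were lost. The fewer genes follow in part from fewer probes tested. Signal over background limits the loading genes, since 1247 of their 2733 probes were well above background on all 12 arrays.

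Slide as a term passed 682 polysome genes, 415 Het polysome versus whole muscle probes and 0 adjusted whole-muscle probes, with Sod1 loading at 0.069. Slide 1 alone gave 331 loading, 357 whole-muscle and 164 polysome genes, 0 WT, 0 Het and 0 adjusted whole-muscle probes, 2 sets between polysomes and whole muscle, -0.65 and -1.36 for Eif6 in whole muscle and polysomes, -0.76 for Sirt6 loading and 0.20 for Sod1. Slide 2 alone gave 942 loading and 337 polysome genes, 0 WT, 0 Het and 0 adjusted whole-muscle probes, 8 loading and 5 whole-muscle sets, -1.46 for Sirt6, -0.46 for Ndufs4 and -0.086 for Sod2. The fits within a slide have 6 arrays, groups of 1 or 2 and no pairing, so their lost calls may follow from the smaller groups and say nothing about stability.

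Of the 6 same-numbered pairs of polysome and whole-muscle arrays, 5 had an r of deviations above 0.1 (0.059 for WT replicate 3), as had 3 of the 12 other pairs. Deviations within a group add up to 0, so these values are not independent, and the pairing rests on the design description. Without the pairing, Sirt6 loading was -1.15 with a p above the threshold. With replicate number as a block, 0 whole-muscle probes passed the adjusted threshold and 28 monosome Het versus WT probes passed. For gene sets, fry called 0 loading, 8 polysome against whole-muscle and 0 whole-muscle sets, and camera with an estimated correlation called 0, 0 and 0.

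Leaving out each mouse in turn gave 2028 to 2844 loading genes and 0 to 0 adjusted loading probes. It gave 505 to 1857 whole-muscle genes (lowest without WT replicate 1, highest without WT replicate 2), 567 to 1927 polysome genes (without Het replicate 2 and WT replicate 3, with 1672 without WT replicate 1), and 0 to 35 adjusted whole-muscle probes (35 without Het replicate 1, 13 without WT replicate 2, 0 without each of the others). It gave 785 to 2874 WT polysome versus whole muscle probes (785 without WT replicate 3, 1621 without WT replicate 1, 2036 without Het replicate 1) and 0 to 1958 Het polysome versus whole muscle probes (1 without Het replicate 1, 0 without Het replicate 2 or Het replicate 3, 514 without WT replicate 3, 1958 without WT replicate 2). Sets called were 2 to 3 for loading, 3 to 5 between polysomes and whole muscle (3 without Het replicate 3) and 1 to 4 in whole muscle (1 without Het replicate 1 or WT replicate 1). Monosome probes were 2 to 10852 (2 without Het replicate 1, 22 without Het replicate 2, 7 without Het replicate 3, 10852 without WT replicate 1, 42 without WT replicate 2, 18 without WT replicate 3). The number of polysome versus monosome probes was 867 to 6695 (867 without Het replicate 1, 1507 without Het replicate 3, 6695 without WT replicate 1, 2161 without WT replicate 3). A lone monosome array is assumed to vary like the other groups. Het replicate 2 and WT replicate 3 had no monosome array, so leaving them out changed only the shared estimate of the spread for monosome Het versus WT. Sod1 loading ranged from -0.13 to 0.049 and Ndufs4 loading from -0.072 to 0.24, with reversals for Sod1 without Het replicate 2, WT replicate 1 or WT replicate 2 and for Ndufs4 without Het replicate 3 or WT replicate 2.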

Other observations

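The comparison of splits that part the same pairs of arrays and the tests of short transcripts, of non-muscle cells, of the splits for polysome sets, of low brightness and swapped labels for WT polysome 2, of WT monosome 2, of brightness in the polysome arrays, of the probe pairs and of mitochondrial DNA transcripts were chosen only after the results were seen.

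At the study's threshold 2598 genes differed in loading. That is higher than the value quoted from the study above. The authors' table gave 768 loading genes, and 540 with the methods' t-test on that table, so most of the gap goes with the processing and the test used here. With array brightness as a term 815 genes passed, and brightness cannot be told apart from genotype. Of the 10 splits of the 6 mice, 1 gave as many loading genes, the real one, and the next highest gave 841. For whole muscle 2 of 10 splits gave as many genes and 4 of 10 as many sets, and for polysomes 2 of 10 gave as many genes and 1 of 10 as many sets, the real one (7 sets, the others at most 5). For polysomes against whole muscle 1 of 4 splits in WT and 1 of 4 in Het gave as many probes. Chance cannot be excluded with so few splits. Polysome and monosome arrays of one number were read as one mouse, which was not tested for these pairs. Of the 16 splits that part all 4 of them, 1 gave as many polysome versus monosome probes, the real one, and chance cannot be excluded there either. Of the 100 splits of every kind 1 other gave more probes (4122), and it parts 2 of the pairs.

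Cytosolic ribosomal protein mRNAs were lower in polysomes than in whole muscle, below the median of all genes in 6 of 6 mice although the brightness difference between the 2 kinds of array had both signs, which argues against brightness. After the GC trend was removed the median shift was -0.88, which argues against probe GC content. Short transcripts that sediment outside the polysome fractions, whatever they encode, would also lower oxidative phosphorylation mRNAs, and these had a shift of 0.41. Under either scaling to the 75th percentile that shift was smaller, 0.17, and still called. A lower translation of the ribosomal protein mRNAs may explain the pattern, and was not tested.

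Matrix and immune genes were lower in Het whole muscle. Of 10000 random sets of matched level, 0 had as low a mean for the matrix set and 0 for the immune set. Their genes were drawn independently, so this leaves out the correlation within a set and the spread between mice. Under fry and under the estimated correlation neither set was called in whole muscle. With brightness as a term the shifts were -0.14 and -0.49 and neither set was called, so that in whole muscle array brightness cannot be told apart from genotype. In polysomes the Het arrays were the brighter ones on average, and both sets were lower there too (-0.41 and -0.87). They kept their calls with brightness as a term (-0.63 and -1.06). That term had the same slope for whole-muscle and polysome arrays, so it cannot exclude brightness within the polysome arrays. A single outlying mouse stays open, since 3 of the 6 fits without one mouse called both sets. The matrix set was lost without Het replicate 3 (-0.38), and the immune set without Het replicate 1 (-0.83) or WT replicate 1 (-0.50). Fewer non-muscle cells of every kind would lower the other markers too. The shifts were -0.11 for blood cells and 0.042 for adipocytes, small sets with genes in both directions, so this stays open. A biological difference stays open and was not tested.

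WT polysome 2 correlated least with the other polysome and whole-muscle arrays. The tables argue against low brightness, since 3 of the 4 dimmer arrays had a mean r with their own group of 0.949 or more, while the other one, WT monosome 2, had 0.780. They argue against loss of the 5′ parts of transcripts, since its deviation was 1.42 higher at the 5′ probe, the opposite sign. The mean r of WT polysome 2 was 0.871 with monosome, 0.864 with whole-muscle and 0.897 with polysome arrays, and the single values overlapped. Probes on which the kinds of RNA did not overlap in the other mice were therefore used to place each array between 0, the mean of another kind, and 1, the mean of its own. WT polysome 2 lay at 1.096 against whole muscle, where whole-muscle arrays reached at most 0.22, and at 0.75 against monosomes, which reached at most 0.26. This argues against whole-muscle or monosome RNA under a swapped label. Some monosome material in the fraction stays open, because the other polysome arrays lay at 0.91 or higher. Probe GC content cannot be told apart from the other differences of this array (r of its deviation with GC 0.417), because the deviations of 3 arrays from their mean mirror each other. For WT monosome 2 the mean r was 0.742 with polysome and 0.747 with monosome arrays. A swap with another kind of RNA is argued against by its place at 0.77 against polysomes, which reached at most 0.25, and at 1.103 against whole muscle, which reached at most 0.30. Low brightness cannot be told apart, because the array is the dimmest and the next dimmest had a mean r of 0.950. No biological explanation was tested.

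These 2 arrays also had a higher 5′ than 3′ signal in the probe pairs, and correlated with each other at 0.865. For WT polysome 2 low brightness is argued against, since the 3 other arrays dimmer than it lacked this (at most -1.01). For WT monosome 2 it stays open, because that array was the dimmest of all. A property of all RNA of that mouse is argued against by the whole-muscle array of the same number (-1.07), and slide by the other arrays of both slides (at most -0.80). A step in sample preparation shared by these 2 samples may explain it, and was not tested. No biological explanation was tested.

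Transcripts of mitochondrial DNA, 13 genes listed after the data had been seen, were lower in polysomes than in whole muscle by a mean of -2.70, and less so in Het. The mean ratio was -1.88 ± 0.35 in Het and -3.52 ± 1.24 in WT (SD, n = 3 each, exact p = 0.1). The loading shift was 1.53. It was 0.95 without WT replicate 2 and 1.23 with slide as a term, which argues against that array and against slide as the whole cause. With brightness as a term it was -0.019, and for loading brightness cannot be told apart from genotype. In polysomes alone the shift was 1.53 and kept 1.18 with that term. There the term had the same slope for whole-muscle and polysome arrays, so it cannot exclude the brightness of the polysome arrays. More mitochondria in the Het polysome fractions may explain the pattern, and a biological difference stays open and was not tested.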
